# Activation of STING Pathway Contributed to Cisplatin-Induced Cardiac Dysfunction *via* Promoting the Activation of TNF-α-AP-1 Signal Pathway

**DOI:** 10.3389/fphar.2021.711238

**Published:** 2021-08-17

**Authors:** Lintao Wang, Suya Zhang, Jibo Han, Xiaoyan Nie, Yajun Qi, Yingying Han, Xiong Chen, Chaoyong He

**Keywords:** stimulator of interferon genes, cisplatin, tumor necrosis factor-α, activator protein 1, cardiotoxicity

## Abstract

Cardiovascular complications are a well-documented limitation of conventional cancer chemotherapy. As a notable side effect of cisplatin, cardiotoxicity represents a major obstacle to the treatment of cancer. Recently, it has been reported that cyclic GMP-AMP synthase (cGAS) stimulator of interferon genes (STING) signaling pathway was associated with the occurrence and development of cardiovascular diseases. However, the effect of STING on cardiac damage caused by cisplatin remains unclear. In this study, cisplatin was shown to activate the cGAS-STING signaling pathway, and deficiency of STING attenuated cisplatin-induced cardiotoxicity *in vivo* and *in vitro.* Mechanistically, the STING-TNF-α-AP-1 axis contributed to cisplatin-induced cardiotoxicity by triggering cardiomyocyte apoptosis. In conclusion, our results indicated that STING might be a critical regulator of cisplatin-induced cardiotoxicity and be considered as a potential therapeutic target for preventing the progression of chemotherapy-associated cardiovascular complications.

## Highlights

➢ STING-TNF-α-AP-1 axis contributed to cisplatin-induced cardiotoxicity by triggering cardiomyocyte apoptosis.
➢ Deficiency of STING attenuated cisplatin-challenged cardiac dysfunction.
➢ STING may be a potential therapeutic target for preventing the progression of chemotherapy-associated cardiovascular complications.

## Introduction

Cardiovascular complications associated with conventional cancer chemotherapy are a global problem (El-Awady et al., 2011; McGowan et al., 2017). Cisplatin (cis-Diaminodichloroplatinum, CDDP), one of the most potent chemotherapeutic agents, has been proven effective against various solid tumors, including sarcoma, soft tissue cancer, bone cancer, muscle cancer, and vascular cancer. However, cisplatin-associated toxicity is a well-documented limitation of conventional cancer chemotherapy (de Jongh et al., 2003; Topal et al., 2018; Ma et al., 2020). Cisplatin-induced cardiotoxicity has been reported to mainly include arrhythmia, acute myocardial infarction, supraventricular tachycardia, and atrial fibrillation (Guglin et al., 2009; Ma et al., 2010; El-Awady et al., 2011). Eventually, cardiac toxicity led to congestive heart failure and sudden cardiac death. Therefore, it is urgent to find an effective strategy to prevent cardiovascular complications associated with conventional cancer chemotherapy.

DNA is an important genetic medium, but it can also induce an innate immune response. DNA exposed to the cytoplasm is recognized by cyclic guanosine monophosphate-adenosine monophosphate (cGAMP) synthase (cGAS), triggering signaling cascades that lead to the production of pro-inflammatory factors and interferons (IFNs) (Burdette et al., 2011; Ablasser et al., 2013; Bai and Liu, 2019). As an important intracellular inflammatory signal regulatory protein, stimulator of interferon genes (STING) can recognize not only the second messenger produced by bacteria or viruses, such as cyclic guanosine monophosphate (cGMP) and cyclic adenosine monophosphate (cAMP) but also cyclic dinucleotide produced by the interaction of intracellular DNA and cGAS (Burdette et al., 2011; Ahn et al., 2012; Ablasser et al., 2013; Hu and Shu, 2020); subsequently, it activates TANK binding kinase 1 (TBK1)-interferon regulatory factor 3 (IRF3) signaling pathway and nuclear factor-κB (NF-κB), which regulate the production of IFNs and inflammatory factors (Ishikawa and Barber, 2008; Fang et al., 2017; Ablasser and Chen, 2019; Zhang et al., 2019). Therefore, STING plays a key role in the inflammatory response. Accumulating evidence has found that STING was associated with acute and chronic diseases (Mao et al., 2017; Luo et al., 2018; Chung et al., 2019; Li et al., 2019; Maekawa et al., 2019; Hu et al., 2020; Zhang et al., 2020). Mao et al. found that *Sting* gene knockout could inhibit endothelial inflammation and improve insulin resistance induced by a high-fat diet in mice (Mao et al., 2017). In addition, STING-mediated inflammation induced by mitochondrial stress has been reported to promote myocardial damage (Sliter et al., 2018). Not only that, the activation of STING is caused by cisplatin-induced tubular inflammation and the progression of acute kidney injury (Maekawa et al., 2019). However, the effect of STING on cisplatin-induced cardiotoxicity is unknown.

In the present study, we investigated the effect of STING in cisplatin-induced cardiotoxicity. Our results showed that cisplatin activated the cGAS-STING signaling pathway, and of note, deficiency of STING attenuated cisplatin-induced cardiotoxicity *in vivo* and *in vitro*. Mechanistically, the STING-tumor necrosis factor-α (TNF-α)- activator protein 1 (AP-1) axis contributed to cisplatin-induced cardiotoxicity by triggering cardiomyocyte apoptosis. Altogether, our results indicated that STING might be a critical regulator of cisplatin-induced cardiotoxicity and be considered as a potential therapeutic target for preventing the progression of chemotherapy-associated cardiovascular complications.

## Materials and Methods

### Materials

Cisplatin and AP-1 inhibitor T5224 were purchased from MedChemExpress (Monmouth Junction, NJ, United States). Cisplatin was dissolved in DMF for *in vitro* experiments and saline for *in vivo* experiments. T5224 was dissolved in DMSO for *in vitro* experiments. Antibodies for p-STING (1:1,000, #72971), STING (1:1,000, #13647), *p*-TBK1 (1:1,000, #5483), TBK1 (1:1,000, #3504), BAX (1:1,000, #2772), p-c-Jun (1:1,000, #3270), c-Jun (1:1,000, #9165), p-c-Fos (1:1,000, #5348), c-Fos (1:1,000, #2250), and TNF-α (1:1,000, 11,948) were purchased from Cell Signaling Technology (Danvers, MA, United States). Antibody for BCL2 (1:5,000, BF9103) was purchased from Affinity Biosciences LTD. (Changzhou, Jiangsu, China). Antibody for α-Tubulin (1:1,000, 11,224) was purchased from Proteintech Group (Chicago, Illinois, United States).

### Cell Culture

HL-1 cells were purchased from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China) and incubated in DMEM media with 10% fetal bovine serum, 100 U/ml of penicillin, and 100U/ml of streptomycin at 37°C in a humidified 5%CO_2_ incubator.

### Generation of Sting-Knockout HL-1 Cells Using CRISPR-Cas9

Lentiviral vectors that express guide RNAs (gRNAs: 5′-TAC​TTG​CGG​TTG​ATC​TTA​CC-3′) that target STING were produced by co-transfecting HEK293T cells with a cocktail of gRNA/Cas9-expressing lentiCRISPRv2 and pPAX2 plasmids. Lentiviruses were collected at 48 h after transfection, supplemented with 10% FBS, and stored at −80°C. HL-1 cells were transduced with lentiviral vectors for 24 h in combination with 8 μg/ml polybrene. Then, the lentivirus-containing medium was replaced with fresh DMEM with 10%FBS and cultured for another 24 h. Cells were subjected to puromycin (1 μg/ml) selection to isolate *Sting*-knockout (STING KO) HL-1 cells. LentiCRISPRv2 without gRNA was used as an empty vector for mock transduction.

### Cell Counting Kit-8 Assays

HL-1 cells were seeded into 96-well plates at the density of 5,000 cells per well. CCK8 (10 μL) was added to each well for 2 h at 37°C after incubator with different concentrations of cisplatin overnight. Optical density was measured at 450 nm using a microplate spectrophotometer.

### Animal Experiments

Male WT or STING^−/-^ mice (8 weeks old) were used for experiments. WT C57BL/6J mice were obtained from Beijing Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). STING^−/-^ mice with C57BL/6J background were purchased from Jackson Lab (Stock#025805). All animal care and experimental procedures were performed following the directives outlined in the Guide for the Care and Use of Laboratory Animals (US National Institutes of Health). Animal care and experimental protocols were approved by the China Pharmaceutical University Animal Policy and Welfare Committee (Nanjing, China; approval no. 2020–11–007).

According to previous studies, the dose of cisplatin covered by the clinical dosage range 10–100 mg/m2 was chosen (Zhao et al., 2018). Mice were randomly divided into four groups: saline group (Saline, n = 6), cisplatin group (CDDP, *n* = 6), STING^−/-^ group (STING^−/-^, *n* = 6), STING^−/-^ + cisplatin group (STING^−/-^ + CDDP, n = 6). Cisplatin (6 mg/kg) in 0.9% normal saline was administered by intraperitoneal injection on the first day, eighth day and 15th day as previously reported (Zhao et al., 2018). On the 22nd day, transthoracic echocardiography was conducted on the mice to examine the cardiac function, and then all the animals were sacrificed under sodium pentobarbital anesthesia. The blood samples and heart tissues were collected.

### Cardiac Function

Transthoracic echocardiography (VisualSonics, Toronto, Canada) was performed to measure cardiac function in a non-invasive manner. The left ventricular internal dimension in diastole (LVIDd), left ventricular end-systolic volume (LVESV), left ventricular internal dimension in systole (LVIDs), left ventricular end-diastolic volume (LVEDV), left ventricular posterior wall thickness at end-diastolic (LVPWd), left ventricular posterior wall thickness at end-systolic (LVPWs), interventricular septal thickness at end-diastolic (IVSd), and interventricular septal thickness at end-systolic (IVSs) were assessed from M-mode images. The equations of fractional shortening (FS) = [(LVIDd - LVIDs)/LVIDd] × 100% and ejection fraction (EF) = [(LVEDV-LVESV)/LVEDV]×100% were respectively used to calculate FS and EF.

### Pathological Staining

The cardiac tissues were collected and fixed in 4% paraformaldehyde and embedded in paraffin. The cardiac tissue sections (5 μm) were stained with hematoxylin and eosin for light microscopy examination (Leica, Germany).

### Terminal Deoxynucleotidyl Transferase Mediated dUTP Nick End Labeling Staining

Cardiac tissue sections or HL-1 cells were stained with TUNEL following the manufacturer’s operating procedures (Yeasen, Shanghai, China). Images were taken with the fluorescence microscope (Leica, Germany).

### Determination of Serum Creatine Kinase Isoenzyme

The serum was collected, and the content of serum creatine kinase isoenzyme (CK-MB) was detected by the corresponding kit purchased from Nanjing Jiancheng Co., Ltd (Nanjing, Jiangsu, China).

### RNA Sequencing

Total RNA of cardiac tissues was prepared with trizol reagent (Invitrogen), and RNA-seq was performed by Major Biotechnology Inc. (Shanghai, China). For data analysis, differentially expressed genes were then identified by using *P*-adjust 0.05 as a cutoff. Heap map analysis and KEGG enrichment analysis were performed with online software (http://geneontology.org/).

### Western Blot Analysis

The cardiac tissue (20–40 mg) or HL-1 cells were lysed, the protein concentration was measured, and each protein’s loading amount was balanced. The protein was separated by SDS gel and then transferred to the PVDF membrane. After 90 min, the membranes were preincubated with 5% non-fat milk and incubated with specific primary antibodies overnight. The second antibody conjugated with horseradish peroxidase was incubated for 1 h and visualized using chemiluminescence reagents.

### 2.12 Real-Time Quantitative PCR

Protocol of RT-qPCR was described in a previous paper (Wang et al., 2016). The primer sequences of interleukin 6 (Il6), chemokine (C-X-C motif) ligand 2 (Cxcl2), FBJ osteosarcoma oncogene (Fos), activating transcription factor 4 (Atf4), JunB proto-oncogene (Junb), tumor necrosis factor-alpha-induced protein 3 (Tnfaip3), chemokine (C-X-C motif) ligand 1 (Cxcl1), and β-actin listed in Table 1 were synthesized with Sangon Biotech Co., Ltd (Shanghai, China). The quantitative analysis of genes was normalized to β-actin.

**TABLE 1:** Primers used for real-time qPCR assay.

Gene	Species	Primers(FW)	Primers(RW)
Il6	Mouse	CCA​AGA​GGT​GAG​TGC​TTC​CC	CTG​TTG​TTC​AGA​CTC​TCT​CCC​T
Cxcl-2	Mouse	CCA​ACC​ACC​AGG​CTA​CAG​G	GCG​TCA​CAC​TCA​AGC​TCT​G
Fos	Mouse	CGG​GTT​TCA​ACG​CCG​ACT​A	TTG​GCA​CTA​GAG​ACG​GAC​AGA
Atf4	Mouse	ATG​GCG​CTC​TTC​ACG​AAA​TC	ACT​GGT​CGA​AGG​GGT​CAT​CAA
Junb	Mouse	TCA​CGA​CGA​CTC​TTA​CGC​AG	CCT​TGA​GAC​CCC​GAT​AGG​GA
Tnfaip3	Mouse	ACA​GTG​GAC​CTG​GTA​AGA​AAC​A	CCT​CCG​TGA​CTG​ATG​ACA​AGA​T
Cxcl1	Mouse	CTG​GGA​TTC​ACC​TCA​AGA​ACA​TC	CAG​GGT​CAA​GGC​AAG​CCT​C
β-actin	Mouse	CCG​TGA​AAA​GAT​GAC​CCA​GA	TAC​GAC​CAG​AGG​CAT​ACA​G

### Enzyme-Linked Immunosorbent Assay

The contents of TNF-α and IL-6 in cardiac tissues or TNF-α in HL-1 cells were detected by the corresponding mouse ELISA kits for TNF-α or IL-6, following the manufacturer’s instructions. First, coat the ELISA plate with 100 μL/well of capture antibody in Coating Buffer overnight at 4°C. The cells were washed 3 times with 250 μL/well Wash Buffer and incubated with 200 μL of ELISA Diluent (1×) at room temperature for 1 h. Next, add 100 μL/well of samples and standard to the appropriate wells and incubate at room temperature for 2 h. Aspirate, wash and then incubate with 100 μL/well diluted Detection Antibody to all wells for 1 h. Afterward, aspirate, wash and then incubate with 100 μL/well of diluted Streptavidin-HRP for 30 min. Finally, the cells were washed and incubated with 100 μL/well of 1× TMB Solution for 15 min. Add 100 μL/well of Stop Solution, and read the plate at 450 nm.

### Statistical Analysis

All measurement data were shown as mean ± SEM. Statistical analyses were performed using GraphPad Pro Prism 6.0 (GraphPad, San Diego, CA). Parametric data were used for the statistical analysis. We used one-way ANOVA followed by multiple comparisons test with Bonferroni correction when comparing data from more than two groups and a Student’s *t*-test when comparing data from two groups. It is considered to be significant when *p* < 0.05.

## Results

### Activation of the Cyclic GMP-AMP Synthase-Stimulator of Interferon Genes Pathway Was Detected in Cisplatin-Induced HL-1 Cells

First, we evaluated the effects of CDDP in HL-1 cells. The IC_50_ (half-inhibitory concentration) value of cisplatin is different in different tumor cell lines, ranging from 10 to 200 μM (Sato et al., 2018; Cesna et al., 2018; Morovati et al., 2019; Kou et al., 2020). In addition, it has been reported that a certain concentration of cisplatin has toxic effects on H9c2 cell line (5 μM) and primary rat cardiomyocytes (200 μM) (Zhang et al., 2017; Qian et al., 2018; Zhao, 2019). Here, the doses of 10, 20, 30, and 40 μM of CDDP were chosen for *in vitro* experiments. Incubation with CDDP (10, 20, 30, 40 μM) for 24 h reduced the viability of HL-1 cells in a dose-dependent manner (Figure 1A). In addition, incubation with CDDP (10, 20, 30, 40 μM) for 24 h resulted in an increased expression of pro-apoptotic BAX and a decreased expression of anti-apoptotic BCL2 (Figure 1B). Furthermore, CDDP induced apoptosis in HL-1 cells (Figures 1C,D). It has been reported that the cGAS-STING pathway participated in myocardial ischemia-reperfusion injury and cardiac hypertrophy (Cao et al., 2018; Hu et al., 2020; Zhang et al., 2020). Notably, the activation of STING and TBK1 was observed in CDDP-challenged HL-1 cells (Figure 1E).

**FIGURE 1:**
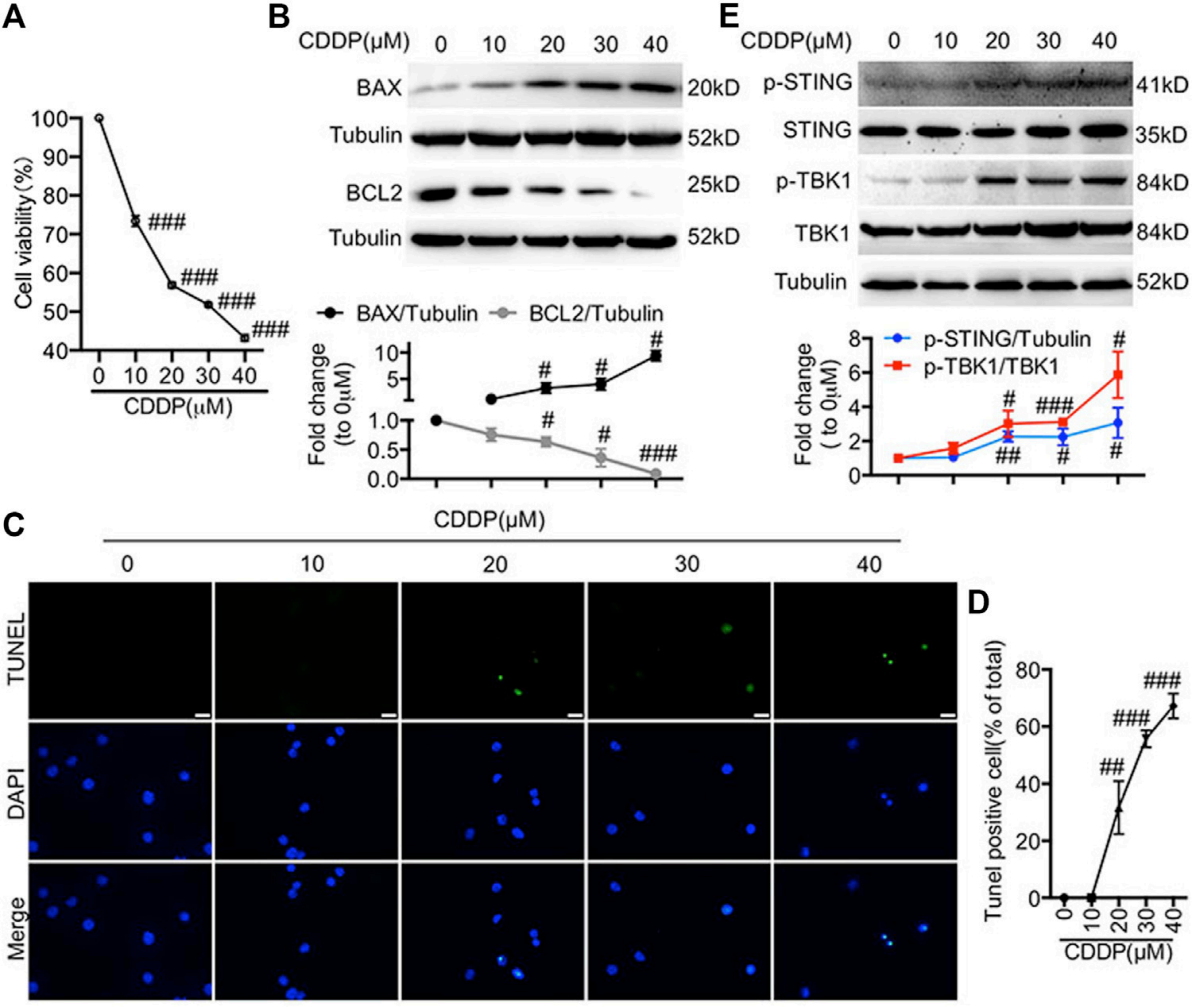
Activation of the cGAS-STING pathway was detected in cisplatin-induced HL-1 cells **(A)** HL-1 cells were incubated with CDDP (10, 20, 30, 40 μM) for 24 h and then the cell viability of HL-1 cells was examined by CCK8 analysis (*n* = 5 independent experiments; ^###^ *p* < 0.001, vs. the 0 group). **(B)** HL-1 cells were incubated with CDDP (10, 20, 30, 40 μM) for 24 h, and then total protein was collected. The protein level of BAX and BCL2 in HL-1 cells was detected by Western blot. (C–D) HL-1 cells were incubated with CDDP (10, 20, 30, 40 μM) for 24 h, and then cell apoptosis induced by CDDP was detected by TUNEL staining. **(C)** Representative images of TUNEL staining in HL-1 cells (Green: TUNEL positive cell, DAPI: nucleus; Scale Bar: 25 μm, ×400 magnification). **(D)** Quantification of TUNEL-positive cells **(E)** HL-1 cells were incubated with CDDP (10, 20, 30, 40 μM) for 1 h, and total protein was collected. The protein level of p-STING, STING, *p*-TBK1, TBK1 in HL-1 cells was detected by Western blot (*n* = 3 independent experiments; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, vs. Vehicle group).

### Suppression of Stimulator of Interferon Genes Ameliorated Cisplatin-Induced Injury in HL-1 Cells

To confirm the effect of STING on the progression of apoptosis in cisplatin-induced HL-1 cells, we generated the *Sting*-knockout HL-1 cells using CRISPR-Cas9. As shown in Figures 2A,B, CDDP failed to induce the phosphorylation of TBK1 in *Sting*-knockout HL-1 cells. Here, the increased expression of BAX and the reduced expression of BCL2 induced by CDDP were reversed by *Sting* knockout (Figure 2C). Additionally, cardiomyocyte apoptosis and decreased cell viability induced by CDDP were attenuated by *Sting* knockout in HL-1 cells (Figures 2D,E). Altogether, these results indicated that blockage of STING exerted protective effects against CDDP-induced cell injury.

**FIGURE 2:**
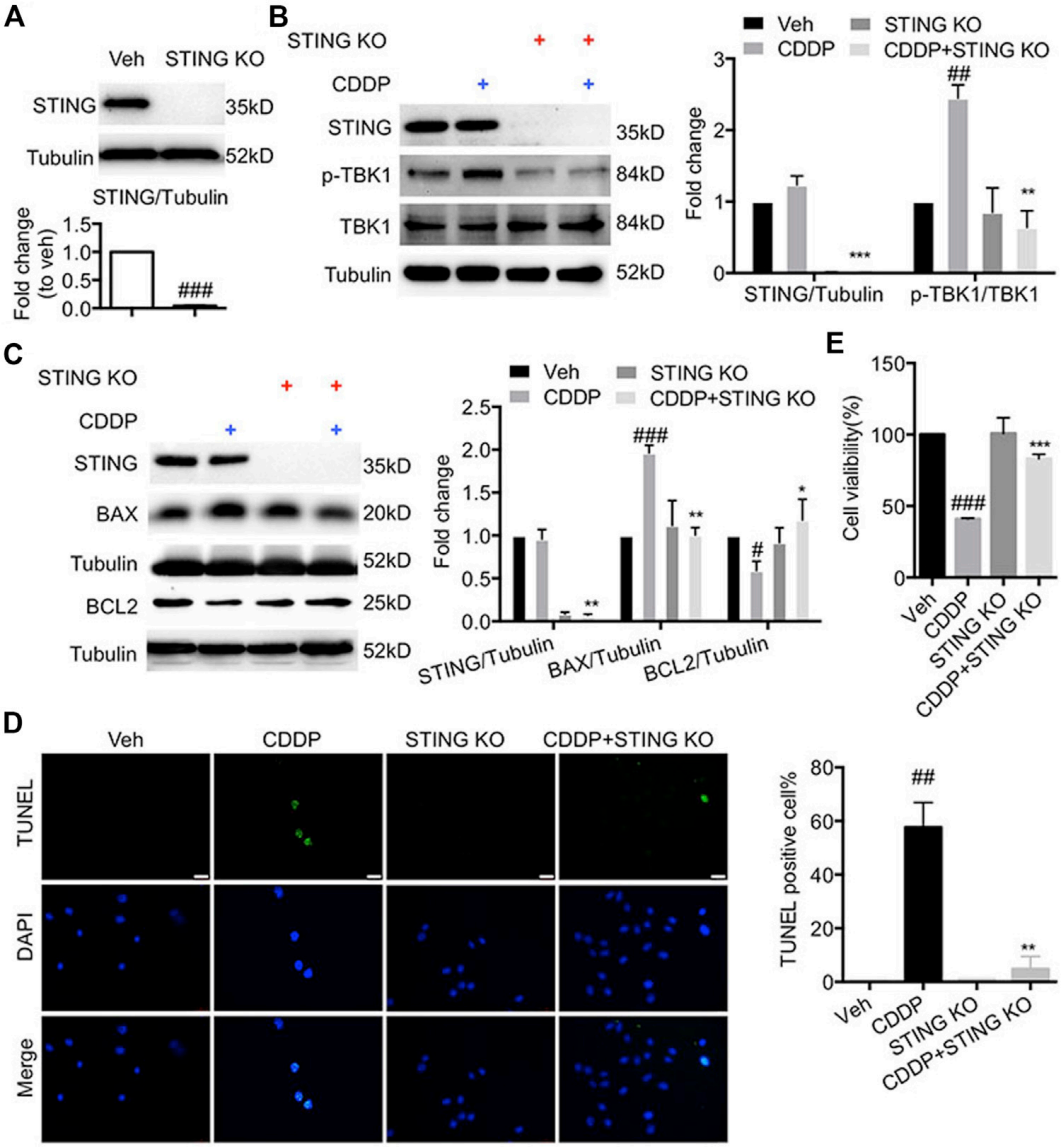
Deficiency of STING ameliorated cisplatin-induced injury in HL-1 cells **(A)** STING was knocked out by CRISP-Cas9. HL-1 cells were subjected to puromycin (1 μg/ml) selection to isolate STING KO cells, and then total protein was collected. The protein level of STING was detected by Western blot. **(B)** HL-1 cells were incubated with CDDP (40 μM) for 1 h, and total protein was collected. The protein levels of *p*-TBK1, TBK1, STING were detected by Western blot. **(C)** HL-1 cells were incubated with CDDP (40 μM) for 24 h, and the protein levels of BAX and BCL2 in HL-1 cells were detected by Western blot. **(D)** Representative images and quantification of TUNEL staining in HL-1 cells. HL-1 cells were incubated with CDDP (40 μM) for 24 h, and cell apoptosis was detected by TUNEL staining (Green: TUNEL positive cell, DAPI: nucleus; Scale Bar: 25 μm, ×400 magnification). **(E)** HL-1 cells were incubated with CDDP (40 μM) for 24 h, and then the cell viability of HL-1 cells was examined by CCK8 analysis (*n* = 3 independent experiments; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, vs. Vehicle group; ^*^ *p* < 0.05, **p < 0.01, ***p < 0.001, vs. CDDP group).

### Deficiency of Stimulator of Interferon Genes Blocked Cisplatin-Induced Cardiac Dysfunction and Injury

Next, we investigated the role of STING in CDDP-induced cardiotoxicity *in vivo*. Figure 3A showed that the phosphorylation of STING and TBK1 was elevated in cardiac tissues of CDDP-treated mice, but that induced by CDDP was inhibited in STING^−/-^ mice. Furthermore, compared with the saline group, echocardiographic results showed that EF and FS in CDDP-treated mice were notably lowered (Figure 3B and Table 2). Serum CK-MB level was significantly increased by intraperitoneal injection of CDDP. Moreover, the histopathological analysis showed the disruption of cardiac muscle fibers and the loss of striations and intercalated disc induced by CDDP in cardiac tissues. TUNEL staining showed a significant increase in cell death in cardiac tissues of CDDP-challenged mice (Figures 3E,F), and immunoblotting analysis showed an increased expression of BAX and a reduced expression of BCL2 in cardiac tissues of CDDP-treated mice (Figure 3G). However, these changes were reversed by *Sting* knockout in mice (Figure 3; Table 2). These results indicated that deficiency of STING blocked CDDP-induced cardiac dysfunction and injury.

**FIGURE 3:**
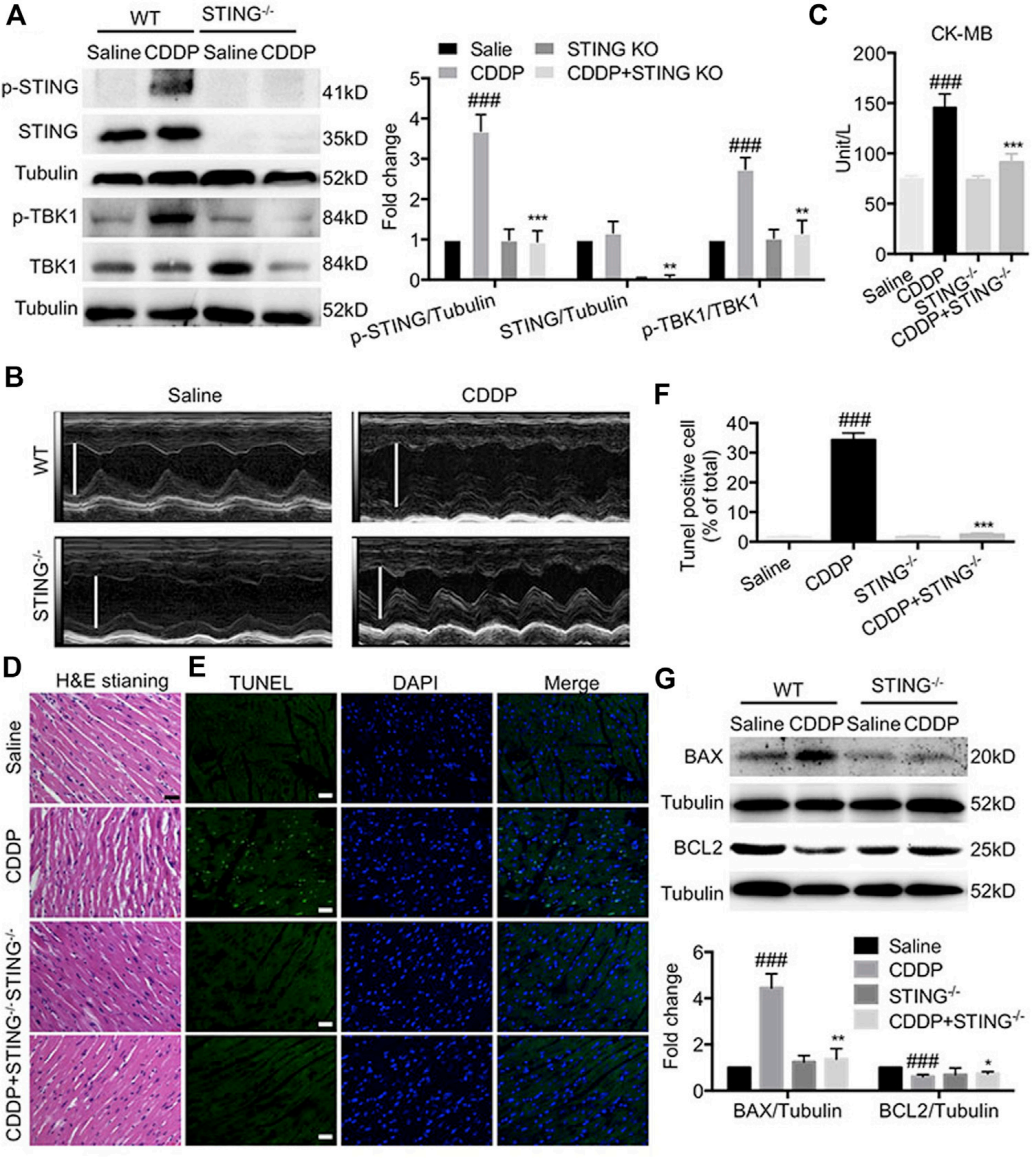
Deficiency of STING blocked cisplatin-induced cardiac dysfunction and injury **(A)** The protein levels of p-STING, STING, *p*-TBK1, TBK1 in cardiac tissues were detected by Western blot. **(B)** Representative images of M-mode of left ventricular **(C)** The levels of serum CK-MB were detected by the corresponding kit. **(D)** Representative images of H and E staining using paraffin section of heart tissues (Scale Bar: 25 μm, ×400 magnification). (E–F) Representative images **(E)** and quantification **(F)** of TUNEL staining using paraffin section of heart tissues. (Green: TUNEL positive cell, DAPI: nucleus; Scale Bar: 25 μm, ×400 magnification) **(G)** The protein levels of BAX and BCL2 in cardiac tissues were detected by Western blot (*n* = 6 in each group; ^###^ *p* < 0.001, vs. Saline group; ^*^ *p* < 0.05, **p < 0.01, ***p < 0.001, vs. CDDP group).

**TABLE 2:** Echocardiographic measurements.

Parameter	Saline	CDDP	STING^−/-^	CDDP + STING^−/-^
N	6	6	6	6
EF (%)	62.36 ± 2.36	47.37 ± 2.00^a^	64.12 ± 2.93	62.90 ± 4.17^b^
FS (%)	33.07 ± 1.64	22.87 ± 1.32^a^	34.47 ± 2.18	32.85 ± 2.80^b^
LVID d(mm)	3.61 ± 0.09	3.86 ± 0.06	3.53 ± 0.09	3.48 ± 0.16
LVID s(mm)	2.41 ± 0.09	2.6 ± 0.23	2.36 ± 0.13	2.38 ± 0.15
LVPW d(mm)	0.76 ± 0.03	0.67 ± 0.04	0.85 ± 0.03	0.73 ± 0.07
LVPW s(mm)	1.25 ± 0.07	0.96 ± 0.06^a^	1.36 ± 0.08	1.16 ± 0.09
IVS d(mm)	0.77 ± 0.02	0.92 ± 0.06^a^	0.73 ± 0.05	0.83 ± 0.14
IVS s(mm)	1.16 ± 0.03	1.22 ± 0.10	1.19 ± 0.01	1.13 ± 0.14

a *p* < 0.05 vs Saline group.

b *p* < 0.05 vs CDDP group.

### Tumor Necrosis Factor-α Signal Pathway Is Involved in Cisplatin-Induced Cardiac Injury

We performed RNA sequencing (RNA-seq) on cardiac tissues from wild-type (WT) and STING^−/-^ mice to better characterize the cardioprotective mechanism by deficiency of STING in CDDP-induced mice. 

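RNA from the hearts of 12 male mice was sequenced, 3 in each of the Saline, CDDP, STING-/- and STING-/-+CDDP groups. Cisplatin was injected intraperitoneally at 6 mg/kg on days 1, 8 and 15, and cardiac tissues were collected on day 22. The authors deposited TPM for 55885 genes, a unit that divides the reads on a gene by its length and scales every heart to the same sum. TPM keeps no record of the number of reads, so the depth behind each value is unknown. Between 19680 and 21024 genes were above 0 in each heart. Expression was compared as log2(TPM + 1), in which the added 1 makes the fold change of genes with low TPM smaller than it is. The 13815 genes with a TPM of at least 1 in at least 3 hearts were tested with limma in a single model of the 12 hearts, two-sided, with Benjamini-Hochberg adjustment over the tested genes. Genes with an adjusted p-value under 0.05, the cutoff given in the methods, were counted as differentially expressed. The exact permutation test of 3 hearts against 3 has a smallest two-sided p of 0.10. Sting1 (ENSMUSG00000024349), which encodes STING, lies on chromosome 18 of GRCm38 from 35733679 to 35740554. In the order of the sample numbers, its TPM was 12.3, 6.59 and 6.50 in the Saline hearts and 22.1, 5.62 and 8.81 in the CDDP hearts. In the STING-/- hearts it was 3.82, 5.96 and 2.87, and in the STING-/-+CDDP hearts 4.26, 4.67 and 3.37. Sting1 was thus listed above 0 in all 6 hearts of STING-/- mice, and every STING-/- heart was below every Saline heart (log2 fold change -0.85, standard error 0.40, adjusted p = 1 by limma with Benjamini-Hochberg adjustment). Between the STING-/-+CDDP and CDDP hearts the log2 fold change was -1.18 (adjusted p = 0.147 from the same test), again without overlap. A TPM per gene cannot show whether the Sting1 transcripts in STING-/- mice are those of the mutated gene. The difference between the CDDP and Saline hearts, 0.33, was smaller than its standard error of 0.40 and turned to -0.18 without the first CDDP heart.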

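Between the CDDP and Saline groups, 2610 genes were differentially expressed, of which 1177 were higher and 1433 lower with CDDP. The values of the 2 groups did not overlap for 96.9% of them, which their selection by p in these groups largely brings about (chance gives 10% for genes not so selected). Fitting only the 6 hearts compared, the alternative that moved this count most, left 822 genes. Among genes without overlap, the largest rises were those of Saa3 (log2 fold change 6.93, standard error 0.90, adjusted p = 9.96e-04 by limma with Benjamini-Hochberg adjustment), Rps18-ps6 (5.62), Lcn2 (5.45), Rps2-ps10 (5.08) and Serpina3n (4.57). Falls were largest for Rpl3-ps1, listed at 0 in every heart outside the Saline group, and for the hemoglobin genes Hbb-bt (-5.64), Hbb-bs (-5.12) and Hba-a2 (-4.87) and the pseudogene Ndufs5-ps, listed at 0 in 2 of the CDDP hearts. The genes whose names end in ps are copies of expressed genes, and Rps2-ps10 held 97.5% of the TPM that it shares with Rps2 in the second CDDP heart and 0.35% in the first STING-/-+CDDP heart. Between the STING-/-+CDDP and CDDP groups, 168 genes were differentially expressed, 50 higher and 118 lower in the STING-/-+CDDP hearts, all without overlap. With the TPM rescaled by the median of ratios this became 668 genes, of which 41.8% rather than 29.8% were higher. Quantile normalization gave 671 genes with 46.8% higher, and TPM without mitochondrially encoded genes gave 287 with 39.4% higher. The largest changes were a rise of Lyz2 (5.27, standard error 1.10, adjusted p = 0.0460 by limma), whose TPM was at most 2.45 in 5 of the 6 hearts of wild-type mice, and falls of Rps18-ps6 (-8.08) and Rps2-ps10 (-7.46). Without cisplatin, Lyz2 was already higher by 7.81 in STING-/- than in Saline hearts. Rps2-ps10 was at most 5.83 TPM in STING-/- mice and 4.55, 5.59 and 708 TPM in the Saline hearts. The wild-type and STING-/- mice came from different suppliers, so differences between the mice other than STING may enter this comparison. In all, 141 genes passed in both comparisons, against 31.7 if the lists were independent, with 2469 genes in the first list only and 27 in the second only. Of the shared genes, 102 were higher with CDDP and lower in the STING-/-+CDDP hearts, 36 were lower and then higher, and 3 changed in the same direction in both. The shared count ranged from 5 when a STING-/-+CDDP heart was left out to 569 under either scaling across genes. The CDDP hearts enter both comparisons, so a chance deviation of these hearts appears in each with the opposite sign. The difference between the change with CDDP in wild-type and in STING-/- mice was therefore tested as well. As an interaction in the same model, it passed for 0 of the 141 shared genes after adjustment, and 136 had an unadjusted p under 0.05, a count raised by the selection of the genes on both comparisons. In STING-/- mice, 2300 of the 2610 genes (88.1%) changed with CDDP in the direction seen in wild-type mice, with a slope of 0.371 on the change there, and 116 of them passed in the STING-/-+CDDP and STING-/- comparison.

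**Figure D1:**
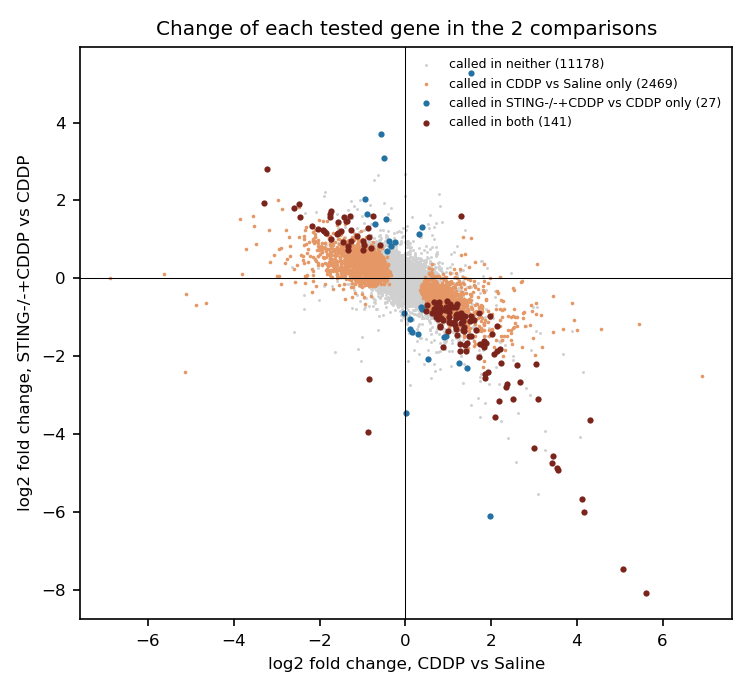
Log2 fold change of each tested gene in CDDP against Saline (x axis) and in STING-/-+CDDP against CDDP (y axis), from log2(TPM + 1). Each point is a gene, coloured by the comparisons in which its adjusted p-value was under 0.05. The 141 genes that passed in both lie mostly at the upper left (36) and lower right (102).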

Venn analysis showed 318 genes were present in the genome Saline vs. CDDP and the genome CDDP vs. STING KO + CDDP (Figure 4A). 

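The KEGG annotation deposited with the values assigns 111 of the tested genes to the TNF signaling pathway. As a set, these genes were compared with all other tested genes using limma's camera test, two-sided, with an assumed correlation between genes of 0.01. In CDDP against Saline hearts their mean log2 fold change was 0.07, with 57 genes higher and 54 lower (adjusted p = 0.647 over 315 pathways by the Benjamini-Hochberg method). Of the 25 that were differentially expressed, 14 were higher. The mean joins large rises, such as Junb (2.46) and Cxcl1 (2.33), with large falls, such as F830016B08Rik (-2.58) and Tgtp2 (-2.27). It therefore does not show that genes of the pathway failed to rise. A separate list of 87 tested TNF signaling genes gave a mean of 0.35 here, with 53 higher (adjusted p = 0.0314 by camera over 80 tests of lists). With the correlation between genes estimated from the data, the unadjusted camera p of this list was 0.543. In STING-/-+CDDP against CDDP hearts the mean log2 fold change of the 111 pathway genes was -0.32, where the median of all tested genes was -0.09. Of the 111, 86 were lower (adjusted p = 0.0624). The pathway ranked 31 of 315 by this test. Its mean change stayed between -0.26 and -0.22 when the TPM were rescaled or quantile normalized. Before adjustment its camera p was 0.00614, and estimating the correlation between genes from the data, the alternative that moved it most, gave 0.479. In this comparison the separate list had a mean of -0.42, with 71 of 87 genes lower (adjusted p = 8.52e-04 by camera over 80 tests of lists). With the correlation estimated, the unadjusted camera p of that list was 0.360. The difference in the change with CDDP between the genotypes had a mean of -0.31 over the 111 pathway genes (adjusted p = 0.253 by camera). For the separate list it was -0.43 (adjusted p = 0.00814 by camera over 80 tests of lists). There, the unadjusted camera p was 0.458 with the correlation estimated. The mean log2(TPM + 1) of the pathway was 3.32, 3.26 and 2.95 in the Saline hearts and 3.38, 3.06 and 3.32 in the CDDP hearts. It was 3.15, 3.35 and 3.01 in the STING-/- hearts and 3.08, 3.03 and 2.69 in the STING-/-+CDDP hearts. Tnf itself (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) did not reach a TPM of 1 in any heart and was not tested with limma. Its TPM was 0.30, 0.25 and 0.15 in the Saline hearts, 0.75, 0.42 and 0.48 in the CDDP hearts and 0.45, 0.58 and 0.26 in the STING-/-+CDDP hearts. Every CDDP heart was above every Saline heart (exact permutation test, two-sided p = 0.10, the smallest this design allows), while STING-/-+CDDP and CDDP hearts overlapped (exact p = 0.50). For Jun (chromosome 4 from 95049034 to 95052222, over which Junos lies on the opposite strand) the log2 fold change was 0.49 with CDDP (adjusted p = 0.109 by limma) and -0.80 in STING-/-+CDDP against CDDP hearts (adjusted p = 0.0722).

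**Figure D2:**
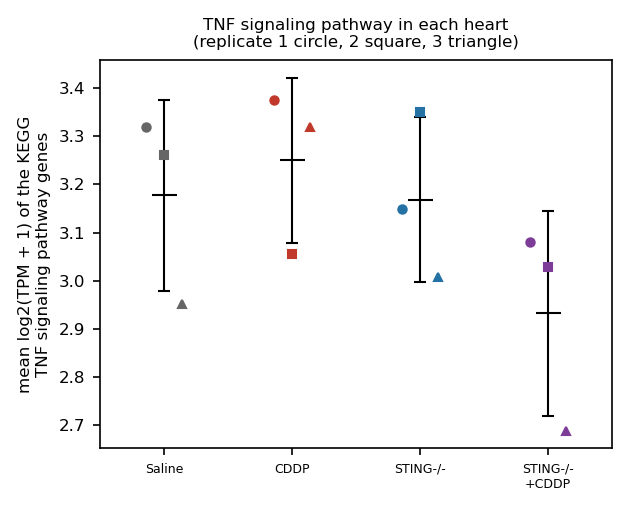
Mean log2(TPM + 1) of the 111 TNF signaling pathway genes in each heart (points), with the mean and SD of each group of 3 (lines). The axis starts above 0. CDDP and Saline hearts overlap, and the lowest value, 2.69, is that of a STING-/-+CDDP heart.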

Heat map analysis with KEGG enrichment analysis confirmed a strong downregulation of TNF signaling pathway-related genes in cardiac tissues of STING^−/-^ mice (Figures 4B–D).

**FIGURE 4:**
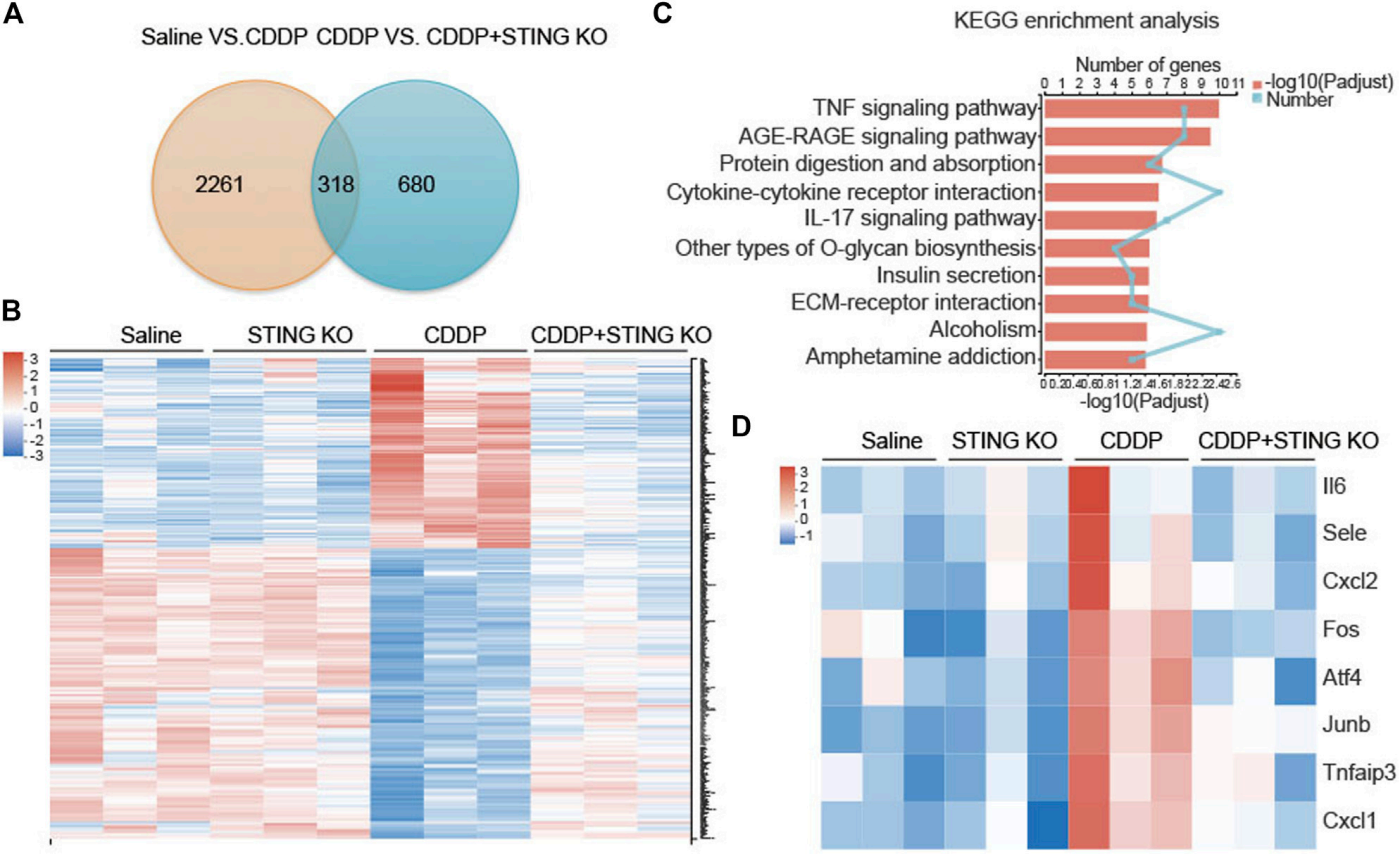
TNF signaling pathway was the most significantly enriched pathway identified by RNA-seq **(A)** Venn diagram of identified differentially expressed genes in the genome Saline vs. CDDP and the genome CDDP vs. STING KO + CDDP. **(B)** Differential gene-expression heat maps of identified genes were present in the genome Saline vs. CDDP and the genome CDDP vs. STING KO + CDDP **(C)** KEGG pathway enrichment analysis of the identified differentially expressed genes present in the genome Saline vs. CDDP and the genome CDDP vs. STING KO + CDDP. The 10 most significantly enriched pathways were shown **(D)** Differential gene-expression heat maps of identified genes were present in the TNF signaling pathway.

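KEGG enrichment of the 141 shared genes was computed with a one-sided Fisher's exact test against the 5644 tested genes that have any KEGG pathway, 64 of which were shared. The TNF signaling pathway held 1 shared gene, Atf4, where 1.26 were expected (Fisher's exact p = 0.722, adjusted p = 1 over 315 pathways by the Benjamini-Hochberg method), and ranked 131 of 315. None of the 315 pathways had an adjusted p-value under 0.05, while 6 had an unadjusted p under 0.05. The first in rank was the Ribosome pathway, with 9 shared genes where 2.49 were expected (Fisher's exact p = 7.49e-04, adjusted p = 0.236), and 5 of these 9 were pseudogenes. For the TNF signaling pathway, leaving out the second CDDP heart moved the result most, to 5 shared genes where 2.71 were expected (Fisher's exact p = 0.134). Among all 2610 genes that differed between CDDP and Saline hearts, 25 belonged to the TNF signaling pathway where 22.7 were expected (one-sided Fisher's exact p = 0.324), which ranked it 107 of 315.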

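The 8 genes of Fig. 4D were read from the table by their symbols, and all 8 belong to the TNF signaling pathway in its annotation. Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had a TPM of 5.05 in the first CDDP heart and at most 0.55 in the other 11 hearts, and was not tested with limma. Every CDDP heart was above every Saline and every STING-/-+CDDP heart (exact permutation test, two-sided p = 0.10 for each). Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718, over which Prdx2 lies on the opposite strand) rose from a TPM of 21.1 ± 3.01 (SD, n = 3) in Saline to 134 ± 74.7 (SD, n = 3) in CDDP hearts, against 39.5 ± 2.39 (SD, n = 3) in STING-/-+CDDP hearts. Its log2 fold change was 2.46 with CDDP (standard error 0.35, adjusted p = 0.00135 by limma with Benjamini-Hochberg adjustment) and -1.58 in STING-/-+CDDP against CDDP hearts (adjusted p = 0.0520). Atf4 (ENSMUSG00000042406, chromosome 15 from 80255184 to 80257541) had a TPM of 64.2 ± 14.9 (SD, n = 3) in Saline, 138 ± 38.4 (SD, n = 3) in CDDP, 56.0 ± 7.48 (SD, n = 3) in STING-/- and 60.7 ± 12.4 (SD, n = 3) in STING-/-+CDDP hearts. It rose by 1.07 with CDDP (standard error 0.24, adjusted p = 0.0117) and fell by 1.15 in STING-/-+CDDP against CDDP hearts (adjusted p = 0.0462), the only 1 of the 8 to pass in both comparisons. Under 11 alternatives the second of these adjusted p-values lay between 0.0282 and 0.138, and it was under 0.05 in 5 of them. With each heart left out in turn, it ranged from 0.0164 to 0.170. Fos (chromosome 12 from 85473890 to 85477273) rose by 1.84 (adjusted p = 0.0208) and changed by -2.13 (adjusted p = 0.0520). For Cxcl1 (chromosome 5 from 90891241 to 90893115) these log2 fold changes were 2.33 (adjusted p = 0.00733) and -1.83 (adjusted p = 0.0806), and for Cxcl2 (chromosome 5 from 90903871 to 90905938) 2.07 (adjusted p = 0.0426) and -1.76 (adjusted p = 0.162). Tnfaip3 (chromosome 10 from 19000910 to 19015657) gave 1.41 (adjusted p = 0.0223) and -1.12 (adjusted p = 0.136). Sele (chromosome 1 from 164048234 to 164057677) gave 1.72 (adjusted p = 0.0974) and -1.84 (adjusted p = 0.165), and its Saline and CDDP hearts overlapped. In total, 6 of the 7 tested genes passed in the first comparison and 1 in the second. Adjusted over the 7 genes alone, all 7 passed in both, but these genes were listed by the paper from the same hearts. All 8 genes were highest in the first CDDP heart, without which their mean log2 fold change was 1.15 rather than 1.73 with CDDP and -0.96 rather than -1.54 in STING-/-+CDDP against CDDP hearts. In the STING-/- mice it was 0.22 with CDDP. As an interaction, 0 of the 7 tested genes passed after adjustment over all genes, 3 passed when adjusted over the 7 alone (Atf4, Junb and Cxcl1), and 4 had an unadjusted p under 0.05. From the heat maps and the enrichment of the genes shared by both comparisons, the paper concludes that TNF signaling pathway genes were strongly downregulated in the hearts of STING-/- mice.

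**Figure D3:**
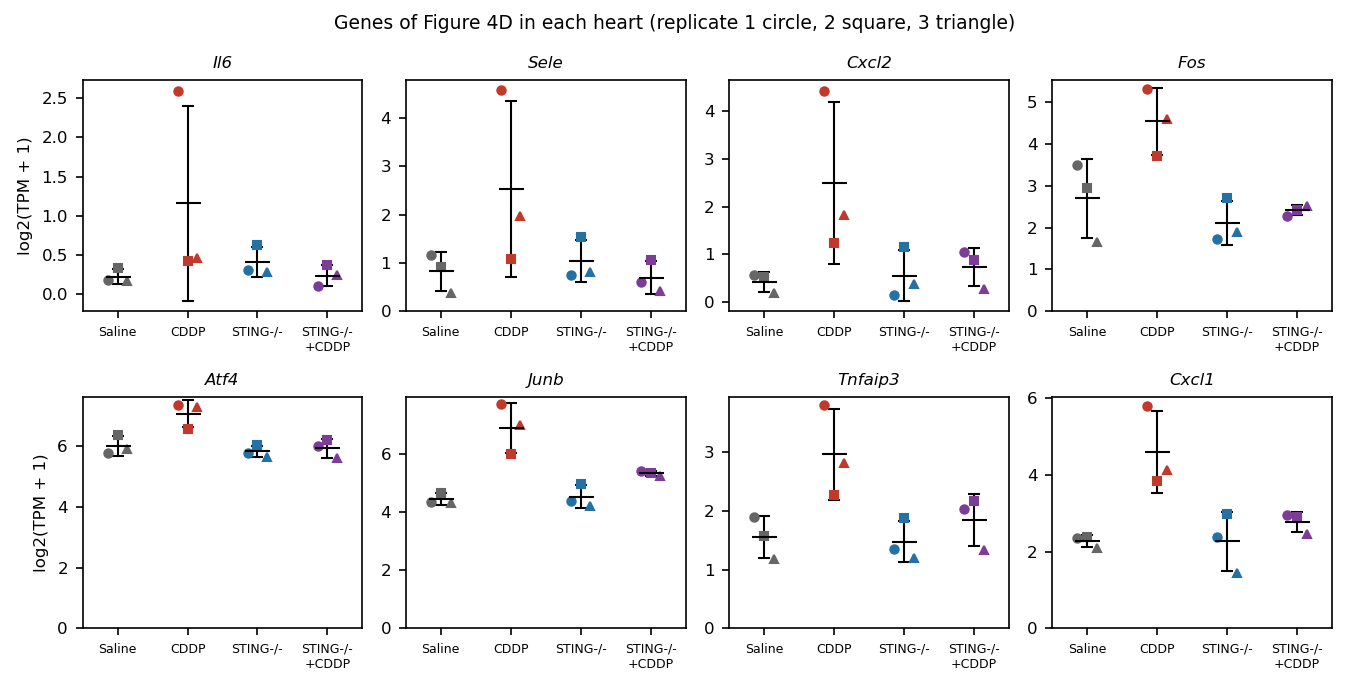
Log2(TPM + 1) of the 8 genes of Fig. 4D in each heart (points), with the mean and SD of each group of 3 (lines). The first CDDP heart (circle) is the highest of the 12 in each panel, and the 3 CDDP hearts lie above the 3 STING-/-+CDDP hearts for all 8 genes.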

The mRNA levels of Il6, Cxcl2, Fos, Atf4, Junb, Tnfaip3, and Cxcl1 and the protein levels of TNF-α and IL-6 in cardiac tissues were determined to identify the potential drivers of the hyperactive TNF signal pathway. Consistent with the results of RNA-seq, CDDP increased the mRNA levels of a variety of TNF signaling pathway-related genes, including Il6, Cxcl2, Fos, Atf4, Junb, Tnfaip3, and Cxcl1 in cardiac tissues, but these changes were dramatically reversed by *Sting* knockout (Figure 5A). Congruously, the increased protein levels of TNF-α and IL-6 induced by CDDP in cardiac tissues were reduced by *Sting* knockout (Figures 5B–D). The downstream of TNF signal pathway, AP-1, a heterodimer composed of c-Fos and c-Jun, was activated in cardiac tissues of CDDP-challenged mice but inactivated in cardiac tissues of CDDP-challenged STING^−/-^ mice (Figures 5E,F). These results indicated that the TNF signal pathway was involved in cisplatin-induced cardiac injury.

**FIGURE 5:**
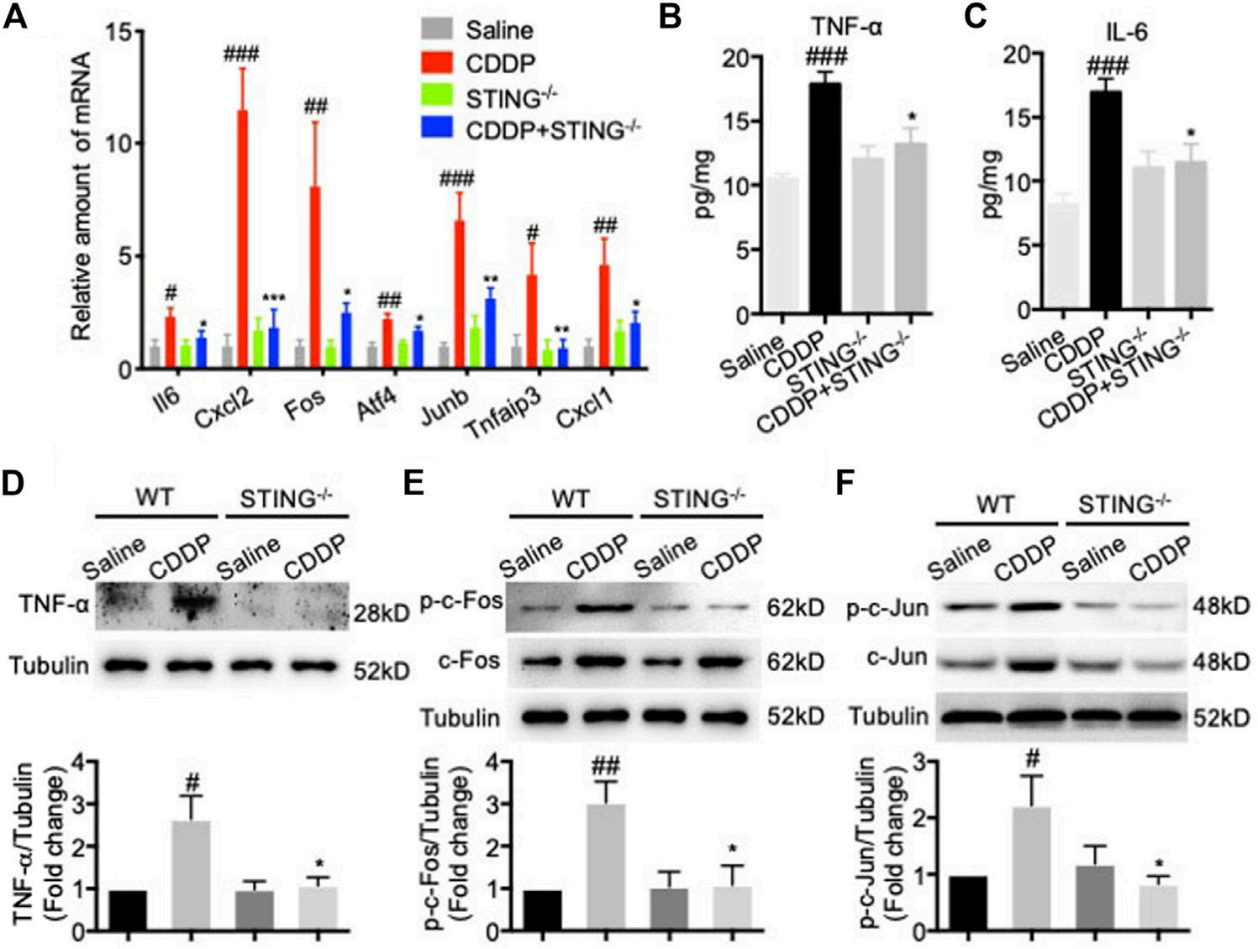
TNF signal pathway was involved in cisplatin-induced cardiac injury. **(A)** RT-qPCR was used to detect the expression of TNF signal pathway-related genes including Il6, Cxcl2, Fos, Atf4, Junb, Tnfaip3, and Cxcl1 in cardiac tissues **(B–C)** The expression of TNF-ɑ and IL-6 in cardiac tissues were detected by ELISA. **(D–F)** The protein expression of TNF-ɑ (D), p-c-Fos (E), c-Fos (E), p-c-Jun (F), c-Jun (F) in cardiac tissues were detected by Western blot (*n* = 6 in each group; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs Saline group; ^*^ *p* < 0.05, **p < 0.01, ***p < 0.001 vs. CDDP group).

### Stimulator of Interferon Genes-Tumor Necrosis Factor-α-AP-1 Mediated Cisplatin-Induced Cardiomyocyte Injury

Next, we investigated the role of the STING-TNF-α-AP-1 axis in CDDP-induced cardiomyocytes injury. Exposed to CDDP, c-Jun and c-Fos were time-dependently phosphorylated in HL-1 cells (Figure 6A). Analogously, the protein level of TNF-α was time-dependently increased in HL-1 cells (Figure 6B). To further validate the regulatory role of STING in CDDP-induced activation of AP-1, we examined whether deficiency of STING inhibited the phosphorylation of AP-1 in CDDP-induced HL-1 cells. Expectedly, the protein and secretion level of TNF-α was suppressed (Figures 6C,D), and the phosphorylation of c-Jun and c-Fos was blocked by *Sting* knockout (Figure 6C). Of note, activation of STING by cGAMP promoted the phosphorylation and expression of c-Jun and c-Fos (Figure 6E). In addition, cardiomyocyte apoptosis induced by CDDP was attenuated by AP-1 inhibitor T5224 in HL-1 cells (Figures 6F,G). Moreover, the decrease in cell viability induced by CDDP was improved (Figure 6H), and the increased expression of BAX induced by CDDP was reversed by T5224 in HL-1 cells (Figure 6I). These results suggested that STING-TNF-α-AP-1 mediated CDDP-induced cardiomyocyte apoptosis.

**FIGURE 6:**
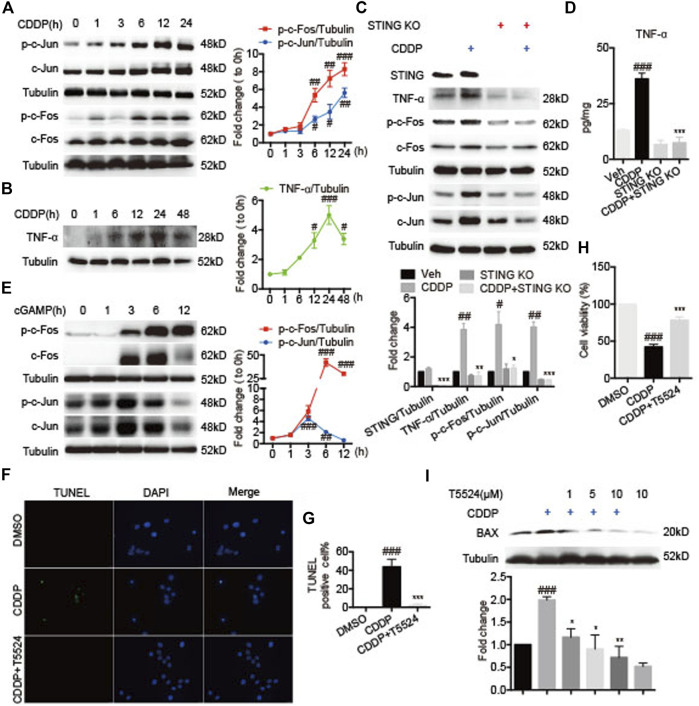
STING-TNF-α-AP-1 mediated cisplatin-induced cardiomyocyte injury. **(A–B)** HL-1 cells were incubated with CDDP (40 μM) for a time course, and then the total protein was collected. The protein levels of p-c-Fos, c-Fos, p-c-Jun, c-Jun, and TNF-ɑ were detected by Western blot. **(C)** HL-1 cells were incubated with CDDP (40 μM) for 24 h, and then the total protein was collected. The protein levels of STING, TNF-ɑ, p-c-Fos, c-Fos, p-c-Jun, c-Jun were detected by Western blot. **(D)** HL-1 cells were incubated with CDDP (40 μM) for 24 h, and the medium supernatant and the total protein were collected. The contents of TNF-ɑ and IL-6 in the medium supernatant were detected by ELISA and calibrated with protein concentration. **(E)** HL-1 cells were incubated with cGAMP (1 μg/ml) for a time course, and then the total protein was collected. The protein levels of p-c-Fos, c-Fos, p-c-Jun, c-Jun were detected by Western blot. **(F–G)** Representative images and quantification of TUNEL staining in HL-1 cells. HL-1 cells were pretreated with T5224 (10 μM) for 30 min and incubated with CDDP (40 μM) for 24 h. Cell apoptosis induced by CDDP was detected by TUNEL staining (Green: TUNEL positive cell, DAPI: nucleus; Scale Bar: 25 μm, ×400 magnification). **(H)** HL-1 cells were pretreated with T5224 (10 μM) for 30 min and incubated with CDDP (40 μM) for 24 h, and the cell viability of HL-1 cells was examined by CCK8 analysis. **(I)** HL-1 cells were pretreated with T5224 (1, 5, 10 μM) for 30 min and incubated with CDDP (40 μM) for 24 h, and the total protein was collected. The protein levels of BAX were detected by Western blot (*n* = 3 independent experiments; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs. Vehicle or DMSO group; ^*^ *p* < 0.05, **p < 0.01, ***p < 0.001, vs. CDDP group).

## Discussion

This study demonstrated that STING played a crucial regulatory role in cisplatin-induced cardiotoxicity and demonstrated that cisplatin activated STING, which promoted the activation of the TNF-α-mediated AP-1 signaling pathway. However, deficiency of STING attenuated cisplatin-induced cardiac dysfunction and apoptosis *in vivo* and abolished cisplatin-induced cardiomyocyte apoptosis *in vitro*.

Apoptosis plays a key role in the development of chemotherapy-associated cardiopathy. Recently, accumulated studies have suggested that the mtDNA-cGAS -STING pathway proved critical to the progression of cardiovascular diseases (Mao et al., 2017; Cao et al., 2018; Sliter et al., 2018; Li et al., 2019; Hu et al., 2020; Huang et al., 2020; Zhang et al., 2020). In the present study, our results showed that STING was an essential regulator for cisplatin-induced cardiotoxicity. In our *in vivo* experiments, STING and TBK1 in cardiac tissues were phosphorylated by intraperitoneal injection with cisplatin. The deficiency of STING reduced the phosphorylation of TBK1 in cardiac tissue.

Moreover, deficiency of STING attenuated not only cisplatin-induced cardiac dysfunction and the increase in serum CK-MB but also improved cisplatin-induced myocardial fiber disorder and cardiomyocyte apoptosis. In *vitro* experiments, deficiency of STING abolished cisplatin-induced apoptosis of HL-1 cells. These results indicated that suppression of STING protected against cardiotoxicity induced by cisplatin.

Recent studies suggested that targeting the TNF signal pathway might comprise a viable therapeutic strategy to reduce disease burden in ischaemic vascular disease progression, particularly endothelial dysfunction, chronic inflammation, and atherosclerotic plaque development (Hu et al., 2015; Kojima et al., 2016; Nash et al., 2019). Heat map analysis with KEGG enrichment analysis in RNA-seq from cardiac tissues confirmed a strong correlation between cisplatin-induced cardiotoxicity and TNF signaling pathway, and deficiency of STING alleviated cisplatin-induced cardiac dysfunction, which is significantly correlated with the inactivation of the TNF signal pathway. Consistently, the expression of TNF-α and the phosphorylation of c-Jun and c-Fos were increased, but these were reversed by deficiency of STING. cGAMP bind to the endoplasmic reticulum (ER)-localized STING, which promotes STING dimerization and translocation from ER to the endoplasmic reticulum-Golgi intermediate compartment (ERGIC) (Sliter et al., 2018; Ablasser and Chen, 2019; Gui et al., 2019; Shang et al., 2019; Zhang et al., 2019). Subsequently, STING recruits and activates TBK1 to initiate an IRF3-dependent innate immune response, resulting in the production of IFNs and a NF-κB-dependent inflammatory response, which leads to the production of pro-inflammatory factors, including TNF-α, IL6, IL1β, etc. (Burdette et al., 2011; Bai and Liu, 2019; Zhang et al., 2019; Hu and Shu, 2020). Our results showed that the activation of AP-1 was dependent on an increased expression of TNF-α. Intriguingly, the expression of c-Jun and c-Fos was increased when exposed to both cisplatin and cGAMP, indicating that AP-1 might be mediated by the STING-NF-κB signaling pathway.

## Conclusion

Our study found that the STING-TNF-α-AP-1 axis contributed to cisplatin-induced cardiotoxicity by triggering cardiomyocyte apoptosis and deficiency of STING attenuated cisplatin-induced cardiac dysfunction. Moreover, STING may be a potential therapeutic target for preventing the progression of chemotherapy-associated cardiovascular complications.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number:GSE181749.

How the deposited data were processed for this re-analysis (not part of the article)

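RNA-seq of cardiac tissues was analysed for 12 hearts, 3 each from the Saline, CDDP, STING-/- and STING-/-+CDDP groups. Groups were taken from the genotype and treatment in the sample labels. The labels call the hearts without cisplatin untreated, while the methods describe saline injection, and these hearts were taken as the Saline and STING-/- groups of the paper. Hearts with the same number in different groups are different animals.

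The authors deposited TPM per gene and heart, rounded to 2 decimals, together with the length of each gene in bases, which served only in a check against gene length. The columns summed to between 999999 and 1000001, and no scaling between hearts was stated. The sequencing was done by a company, and the paper's text does not name the aligner, the genome build, the annotation or the test for differential expression; its general statistics section names ANOVA with Bonferroni correction and Student's t-test for the paper as a whole. The 4 columns of group means were not used. Of the 55885 genes listed, 55141 had an identifier in GENCODE M21 (GRCm38), from which positions and biotypes were taken. Loci named MSTRG were assembled by the authors and have no position here. TPM give no read counts, so neither the depth per heart nor intervals or detection floors that rest on it could be given, and methods for counts were not used.

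Values were transformed to log2(TPM + 1), and genes with a TPM of at least 1 in at least 3 hearts were kept, 13815 in all. A linear model with a coefficient for each group was fitted to the 12 hearts with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with 8 residual degrees of freedom. The contrasts were CDDP against Saline, STING-/-+CDDP against CDDP, STING-/- against Saline, STING-/-+CDDP against STING-/-, and the interaction of cisplatin and genotype. All tests were two-sided, with p-values adjusted by the Benjamini-Hochberg method over the tested genes and a threshold of 0.05, without a threshold on fold change. The median standard error of a log2 fold change between groups was 0.216. Tested on 13815 simulated genes, of which 200 changed by 2 on the log2 scale, the procedure called 94.5% of the changed genes with 2.18% false calls. It called 0 genes in a contrast without change. The 200 were drawn from the better expressed genes, and 60 further shifted genes were not counted as false calls. Each gene was drawn independently from a normal distribution. The simulation therefore does not measure false calls in real hearts, where genes may vary together.

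KEGG pathways came from the annotation deposited with the values, which lists 328 pathways and 17946 genes with a pathway. Enrichment was computed with a one-sided Fisher's exact test over the 315 pathways with at least 5 tested genes, and sets of genes were tested with limma's camera, with an assumed correlation of 0.01 between genes. Lists of marker genes for responses, cell types and tissues were tested the same way in a family of 80 tests, and those for macrophages and MHC class II were written after the values had been seen. Single genes were also compared with exact permutation tests. The p-values of camera rest on the moderated variances of the model and not on a permutation of the hearts, since an exact test of 3 hearts against 3 cannot give a p under 0.10; beside them, the same tests were counted over permuted groups of hearts. For the interaction, the residuals of a model with the effects of cisplatin and genotype were also permuted among the hearts 100 times, the real order included, a test chosen after the results were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

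The genes named are those of Fig. 4D, others that the paper names, and for each comparison the 5 with the largest rise and the 5 with the largest fall among genes that passed and whose groups did not overlap. Lyz1, Rps2, Rps18, Rpl3, Ndufs5, Atp6v0c, Nppa, Myl7, Tgtp2 and F830016B08Rik are named outside this rule and were chosen after their values were seen.

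The alternatives were a pseudocount of 0.1, no filter, a filter at a TPM of 5, a fit of only the compared groups, scaling by the median of ratios, TPM without mitochondrially encoded genes, quantile normalization, eBayes without a trend, arrayWeights, the replicate number as a block, each heart left out in turn, and an absolute log2 fold change of at least 1. For the pathway they were a background of all tested genes, a correlation between genes estimated from the data and a separate list of TNF signaling genes. A covariate for atrial genes was added after the values had been seen. RT-qPCR, protein, histology and echocardiography data were not analysed here.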

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

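The tests of Lyz2, of macrophages as a source of the fall in interferon genes and of neutrophils as a source of the rise in TNF genes were chosen only after the results were seen, as were the permutation of residuals, the exact test of the interferon and MHC class II scores and the macrophage and MHC class II lists. Splits of the hearts were restricted to those that part the hearts of the same number. Of the 10 splits of 6 hearts into 3 and 3, 4 do so, which cannot give a share under 0.05, and in the other 6 some hearts of the same number stay together. For results that need all 12 hearts, 100 such splits were drawn, a permutation of the groups.

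The change with CDDP differed between the genotypes for 1 gene, Rpl3-ps1, in the interaction test of limma, and 1615 genes had an unadjusted p under 0.05 where chance gives 690.75. With the median of ratios 4 genes passed, of which 75% rather than 100% were higher, and with quantile normalization 3, of which 66.7% were higher. This difference between groups rests on Saline hearts alone, since Rpl3-ps1 is listed at 104.09, 172.91 and 89.23 TPM in the Saline hearts and at 0 in the other 9. In 34 of the 100 splits the interaction gave at least as many genes, with between 0 and 70 genes in the other splits. These splits move hearts between treatments and so mix the change with CDDP into the interaction. With the effects of cisplatin and genotype kept and only the residuals permuted among the hearts, 7 of 100 permutations gave as many genes. The highest count among these permutations was 966. By neither count can the result be told apart from other arrangements of these hearts. Whether less cisplatin damage reached the STING-/- hearts was tested with the RNA of 24 target genes of p53. Their mean log2 change was 0.68 in wild-type and 0.53 in STING-/- mice, and the difference had a camera p of 0.786 (adjusted p = 0.839 over 80 tests). With 3 hearts per group this does not show that the damage was equal. It also does not bear on the cell death and heart function that the paper measured.

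Of the lists of marker genes, 10 differed between the genotypes in their change with CDDP by camera, two-sided, with adjusted p-values of at most 0.0426 over 80 tests. A negative mean is that of a list whose change with CDDP was lower in STING-/- than in wild-type mice, as for the fat list, with a mean log2 fold change of 0.85 in wild-type and -0.66 in STING-/- mice. The fat list gave p = 0.00506 with a mean difference of -1.51 on the log2 scale and all 7 genes negative, and 28 of the 100 permutation splits gave a p as small. For the circadian list p was 0.0229 with a mean of -0.55 and 14 of its 19 genes negative, against 14 permutation splits. Glucocorticoid and fasting genes had p = 0.0217 and a mean of -0.75, against 57 permutation splits. Immediate-early genes had p = 7.30e-07 and a mean of -0.82, with 22 of 25 genes negative, against 22 permutation splits. Neutrophil genes had p = 0.0135 and a mean of -2.10, with 6 of 6 negative, against 55 permutation splits.

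Among the other lists, TNF signaling genes had p = 0.00315 and a mean difference of -0.43, with 69 of 87 genes negative, against 12 permutation splits. The cell cycle list had p = 5.23e-04 and a mean of 0.93, with 4 of 4 genes positive, against 12 permutation splits. Genes of red blood cells had p = 2.64e-05 and a mean of 2.65, with 5 of 5 positive, against 17 permutation splits. The fibrosis list had p = 0.0126 and a mean of 0.20, with 12 of 17 positive, against 42 permutation splits. Genes of skeletal muscle had p = 0.00749 and a mean of 0.88, with 4 of 4 positive, against 11 permutation splits, and a p of up to 0.106 under the scalings. Each of the 10 means kept its sign under all 3 scalings. A p under 0.05 was reached in 19 to 69 of the 100 splits, depending on the list, which the change with CDDP mixed into them may explain in part. With the residuals permuted instead, it was still reached in 29 to 65 of 100 permutations, so the camera p-values of the interaction are too small for these lists. There, a p as small as the real one came up in 3 of 100 permutations for the immediate-early list and 8 for the cell cycle list, and in 18 to 56 for the other 8 lists. The share of the immediate-early list is the smallest of 10 lists that were picked for a low p in these data. It is not adjusted for the number of lists, and the list did not stand out in the count of the splits. For the other 9 lists, the differences cannot be told apart from other arrangements of the hearts by either count. With the correlation between genes estimated from the data, the camera p was 0.0335 for the skeletal muscle list and 0.0596 to 0.468 for the other 9.

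For the TNF genes, further explanations of their rise in the CDDP group were tested. Without the first CDDP heart the mean log2 fold change of the Fig. 4D genes was 0.662 of its value, the lowest of the 3 shares, but the paper listed these genes from the same hearts. Without this heart the log2 fold change of Il6 was 0.22 rather than 0.94 and that of Sele 0.70 rather than 1.72, so for these genes a rise carried largely by this heart may remain. Immediate-early genes outside TNF signaling, 22 in number, rose as well, by a mean of 0.97 with 20 of 22 higher (p = 4.77e-08 by camera, or 0.0482 with the correlation between genes estimated from the data). In STING-/-+CDDP against CDDP hearts these 22 genes had a mean of -0.90, with 4 higher (p = 3.32e-08 by camera, or 0.0462 with the correlation estimated). With the neutrophil list as a covariate, 0.365 of the mean change of the 7 tested Fig. 4D genes in CDDP against Saline hearts was left. That list scored 7.12 in the first CDDP heart, 3.49 and 3.20 in the other two, and between 1.60 and 2.08 in the Saline hearts. It also scored 3.13 to 3.48 in the STING-/-+CDDP hearts and 4.04 in the second STING-/- heart, near or above the other two CDDP hearts, although all 8 Fig. 4D genes were lower in every STING-/-+CDDP heart than in every CDDP heart. Neutrophils alone would therefore not account for the difference between these groups. A rise of immediate-early genes at the collection of the tissue and neutrophils in the first CDDP heart remain candidate explanations for part of the rise with CDDP. Neither can be told apart from an effect of cisplatin in these data. The collection of the tissue also remains a candidate for part of the difference between STING-/-+CDDP and CDDP hearts.

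Between STING-/- and Saline hearts, a comparison that the paper does not report, 10 genes were differentially expressed, 4 higher and 6 lower, while 510 had an unadjusted p under 0.05, fewer than the 690.75 that chance gives. All 10 were without overlap, for the most part a result of their selection (chance gives 10% otherwise). No other split of the 4 gave as many (1 of 4 with the real one), and the other 6 gave at most 1 gene. Among the named genes, Myh7 fell by 4.37 on the log2 scale (adjusted p = 0.0290, lower in 3 of 3 STING-/- hearts) and Mrps12 rose by 0.82 (adjusted p = 0.0335, higher in 3 of 3). Over the alternatives with all hearts the count was 4 to 29. DNA of another strain around Sting1 was tested by position, and 1 of the 9 called genes with a position lies within 20 Mb, as do 176 of 13520 tested genes (one-sided Fisher's exact p = 0.111). That gene is the pseudogene Gm5503, from 33384398 to 33384955 on chromosome 18. It was listed at 0 in all 6 hearts of STING-/- mice and at 4.72 to 13.1 TPM in the 6 wild-type hearts (adjusted p = 7.69e-05 by limma in STING-/- against Saline). DNA of another strain thus remains an explanation for it. The pseudogene Gm3375 on chromosome 7 was likewise listed at 0 in these 6 STING-/- hearts and at 12.8 to 37.6 TPM in the wild-type hearts (adjusted p = 2.00e-06 by limma). Such a pattern therefore does not need a position near Sting1. The circadian list changed more than 100% of 10000 drawn lists of similar expression, and 1 of the 4 tissue lists, that of red blood cells, differed without overlap. The fat list overlapped between the groups, but all 7 of its genes were higher, by a mean of 1.86. Its camera p was 3.66e-13, or 0.00764 with the correlation between genes estimated from the data. The atrial list also overlapped, with all 10 genes higher by a mean of 2.08 (camera p = 3.23e-04, or 0.235 with the correlation estimated). A different time of day at collection and a different content of blood, fat or atrial tissue remain explanations that these data cannot rule out.

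Between STING-/-+CDDP and STING-/- hearts, also not reported by the paper, 129 genes were differentially expressed, 35 higher and 94 lower, all without overlap, which follows largely from their selection by p (chance gives 10% for genes not so selected). With the TPM rescaled by the median of ratios there were 242, of which 47.1% rather than 27.1% were higher, and quantile normalization gave 297 with 55.9% higher. The real split was 1 of 4 with as many, and the other 6 splits gave at most 1 gene. The largest rises among genes without overlap were those of Poln (2.09), Spata24 (2.03) and Gnmt (1.89), and the largest falls those of Tfrc (-3.09), H2-Aa (-2.91) and Retnla (-2.76), with adjusted p-values from 0.00543 to 0.0301 and every heart of the groups in order. The circadian list changed more than 99.8% of the random lists, so time of day remains an explanation. Although 0 of the 4 tissue lists differed without overlap, all 5 red blood cell genes were lower, by a mean log2 fold change of -2.17. All 10 atrial genes were lower as well (mean -1.61), as were 6 of the 7 fat genes (-0.66). The 4 skeletal muscle genes were higher (0.19). A different content of blood, fat or atrial tissue thus also remains an explanation that these data cannot rule out.

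Genes of the type I interferon response, which lie downstream of STING and which the paper does not report, were lower with CDDP in both genotypes. In wild-type mice the mean log2 fold change of the 28 genes was -1.14, with 27 lower (p = 5.96e-13 by camera), and in STING-/- mice it was -1.28, with 28 lower (p = 1.01e-27 by camera), each the smallest p of the 4 permutation splits (1 of 4). With the correlation between genes estimated from the data, these were 0.0789 and 0.0157. MHC class II genes fell by 2.54 on average in wild-type mice (p = 9.16e-08) and decreased by 2.28 in STING-/- mice (p = 4.37e-12), with 6 of 6 lower in each, again each the smallest camera p of the 4 permutation splits (1 of 4), and 0.0428 and 0.0142 with the correlation estimated. Both lists kept these directions under the 3 scalings. For each of these 4 results, 0 of the other 6 splits gave a p as small. Fewer macrophages after cisplatin was tested with the macrophage list as a covariate, which left 0.710 and 0.741 of the interferon change in the 2 genotypes. The macrophage list itself decreased by 1.05 on average in each genotype, which may account for part of the change. The same test was not run for MHC class II. Within a genotype 4 splits cannot give a share under 0.25, so they do not decide whether the falls exceed other groupings. Over both genotypes, the interferon list scored 2.54 to 3.06 in the 6 hearts with cisplatin and 3.66 to 4.42 in the 6 without, and the MHC class II list 2.59 to 3.99 and 4.64 to 6.29. With hearts permuted within each genotype, the exact two-sided p was 0.005 for each list (2 of 400 arrangements, the smallest this design can give). That the fall follows from cisplatin without a need for STING is a hypothesis.

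Lyz2 was higher in STING-/- than in Saline hearts by 7.81 on the log2 scale (adjusted p = 0.0290 by limma, with 4.86e-05 to 0.176 over the alternatives), in 3 of 3 hearts. Its TPM was 417 to 706 in STING-/- hearts and 0.95 to 2.45 in Saline hearts. The macrophage list rose by 0.0206 of that amount, so more macrophages cannot account for it. Lyz1, the neighbouring paralog, fell by 1.72, and the sum of Lyz1 and Lyz2 rose by 0.617 of the change of Lyz2, more than reads passing between them would give. All 6 of 6 wild-type hearts were below every STING-/- heart, although the third CDDP heart reached 83.5 TPM, which is what a variant of Lyz2 carried by most of the wild-type mice could give. The difference cannot be told apart from such a variant, since the STING-/- and wild-type mice came from different suppliers and the sequence of the reads was not analysed here.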

How the results depend on the processing

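Of the alternatives below, only the atrial covariate was chosen after the results were seen. The others, the samples, the tests of the comparisons and of the TNF signaling pathway and the rule for naming genes were set before the data were examined, while the tests, lists and genes said elsewhere to be chosen later were not. Unless stated, the cause of a change was not tested. Counts within 1.5 times the reported count are taken as the same.

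CDDP against Saline gave 2064 to 3904 genes under 9 of the alternatives that kept all hearts, against 2610. It gave 822 when only the 6 hearts compared were fitted, and 1106 with an absolute log2 fold change of at least 1. The other comparisons moved more. Without the filter, 12 genes passed in STING-/-+CDDP against CDDP (9 of them also as reported), 4 in STING-/- against Saline, 46 in STING-/-+CDDP against STING-/- and 7 in both lists of Fig. 4A, and 3 and 0 of the Fig. 4D genes passed in the first and second comparison. Fitting only the compared groups gave 38, 204 and 12 genes for STING-/-+CDDP against CDDP, STING-/-+CDDP against STING-/- and both lists, with 2 and 0 of the Fig. 4D genes; the interaction has no such fit.

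Scaling by the median of ratios gave 668 genes in STING-/-+CDDP against CDDP, 242 in STING-/-+CDDP against STING-/-, 4 in the interaction and 569 in both lists, with 3 Fig. 4D genes in the second comparison. Quantile normalization gave 671, 297, 3, 569 and 3 for the same results. These steps moved the median log2 fold change of all genes from -0.11 to -0.01 and 0.02 in STING-/-+CDDP against STING-/-, and from -0.10 to -0.00 and 0.01 in the interaction. TPM without mitochondrially encoded genes gave 287 genes in STING-/-+CDDP against CDDP and 244 in both lists.

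With arrayWeights, 29 genes passed in STING-/- against Saline, 613 in STING-/-+CDDP against STING-/- and 2 in the interaction, with 3 and 0 Fig. 4D genes. The TNF signaling test for CDDP against Saline reversed to lower (camera p of 0.839), that for STING-/-+CDDP against CDDP had a camera p of 0.0756, and the log2 fold change of Sting1 with CDDP reversed to -0.20. With the replicate block, 67 genes passed in STING-/-+CDDP against CDDP, 5 in STING-/- against Saline and 58 in both lists, with 0 Fig. 4D genes in the second comparison. The TNF signaling tests had camera p-values of 0.517 and 0.00411 with the block. Over all groups, hearts of the same number were no more alike (mean correlation -0.035) than others (0.017), with means from -0.180 (Saline and CDDP) to 0.149 (Saline and STING-/-) for hearts of the same number in single pairs of groups. An absolute log2 fold change of at least 1 left 82 genes in both lists. The atrial covariate gave 365 genes in STING-/-+CDDP against CDDP, 4 in the interaction, 295 in both lists and 2 Fig. 4D genes in the second comparison. A filter at a TPM of 5 gave 3 Fig. 4D genes there, and a pseudocount of 0.1 and eBayes without a trend gave 0 each. In every fit of all hearts with 0 Fig. 4D genes there, 7 had an unadjusted p under 0.05, apart from arrayWeights with 4.

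For TNF signaling, the separate list gave a camera p of 0.0160 for CDDP against Saline and of 2.34e-04 for STING-/-+CDDP against CDDP, where 71 of its 87 genes were lower (adjusted p = 8.52e-04 over 80 tests of lists). With the correlation between genes estimated from the data, the camera p for CDDP against Saline was 0.846 for the KEGG pathway and 0.543 for the separate list. For STING-/-+CDDP against CDDP it was 0.479 for the KEGG pathway and 0.360 for the separate list. Its enrichment among the shared genes (one-sided Fisher's exact test) stayed above 0.05 under every alternative, although more genes than expected were shared under some, with 3 against 1.75 at the stricter filter, 5 against 4.44 with the median of ratios and 5 against 2.71 without the second CDDP heart.

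Across the 12 fits that each left out a heart, CDDP against Saline gave 1241 to 2559 genes, STING-/-+CDDP against CDDP 11 to 380, STING-/- against Saline 3 to 14, STING-/-+CDDP against STING-/- 18 to 204, the interaction 0 to 12 (0 without the first or the second Saline heart, with 1156 and 2236 genes at an unadjusted p under 0.05) and both lists 5 to 312. The TNF signaling test had a camera p of 0.166 to 0.864 for CDDP against Saline, where it reversed without the first CDDP heart, and from 8.95e-04 to 0.201 for STING-/-+CDDP against CDDP. Fig. 4D genes numbered 3 to 7 in the first and 0 to 4 in the second comparison, with 4 to 7 at an unadjusted p under 0.05 where there were 0. Without the first CDDP heart the log2 fold change of Sting1 with CDDP reversed to -0.18 (to 0.72 at most). In STING-/-+CDDP against CDDP, Bax ranged from -0.14 without the second CDDP heart, a reversal, to 0.36, and Bcl2 from -0.28 to 0.11 without the third, also a reversal.

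For single genes, 638 of 717 results were the same under the alternatives with all hearts, 65 were weaker, 9 stronger, 4 moved and 1 reversed. With a heart left out, 595 of 783 were the same, 174 weaker, 9 stronger, 2 moved and 3 reversed. At the stricter filter Sele, Cxcl2, Tnfaip3 and Bcl2 were not tested, nor was Rpl3-ps1 when any Saline heart was left out. As TPM hold no read counts, whether depth limits genes of low TPM such as Il6 and Tnf was not measurable.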

Differences from the paper's values

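No test in this part was chosen after the result was seen apart from the atrial covariate. All the alternatives used limma on log2 TPM. The paper does not name its test for differential expression or the background of its enrichment. The alternatives therefore need not cover what the paper did.

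The paper gives 318 genes common to both comparisons, where 141 were found here. Of the 23 alternatives set before the data were examined, TPM without mitochondrially encoded genes (244) and leaving out the second CDDP heart (312) came within 1.5 times the paper's value, and the others, from 5 to 569, did not. The atrial covariate, which was chosen after seeing the values, gave 295.

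For the comparison of CDDP with STING KO + CDDP, Fig. 4A of the paper shows about 1000 genes, read by eye, where 168 were found here. Scaling by the median of ratios (668) and quantile normalization (671) came within 1.5 times that value. The other 21 of the 23 alternatives set before the data were examined, down to 11, did not.

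Fig. 4D of the paper shows about 8 genes of the TNF signaling pathway among the shared genes, read by eye, where 1 was found here. None of the 23 alternatives set before the data were examined closed the gap, with between 0 and 5 genes.

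In Fig. 4C of the paper, the negative log10 adjusted p of the TNF signaling pathway is about 2.3, read by eye, where 0 was found here, and all 23 alternatives set before the data were examined gave 0.

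The paper names the TNF signaling pathway as the most significantly enriched. Here it ranked 131 of 315 pathways, and where at least 1 of its genes was shared it ranked from 17 without the second CDDP heart to 132 with TPM without mitochondrially encoded genes.

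The paper lists the 8 genes of Fig. 4D as differing in both comparisons. In STING-/-+CDDP against CDDP hearts only Atf4 passed here (adjusted p = 0.0462 by limma, within a range of 0.0164 to 0.170). Fos passed with the filter at a TPM of 5 (0.0458), the median of ratios (0.0411), quantile normalization (0.0429), and without the first Saline (0.0470), the third Saline (0.0336) or the second CDDP heart (0.0291), within a range of 0.0291 to 0.161. Junb passed with the same filter (0.0433), the median of ratios (0.0447), quantile normalization (0.0440) and without the second CDDP heart (0.00893), within a range of 0.00893 to 0.170, and with the atrial covariate, chosen after seeing the values (0.0462). Cxcl1 passed only without the second CDDP heart (0.0431, within a range of 0.0431 to 0.229). Il6, Sele, Cxcl2 and Tnfaip3 did not pass there in any fit that tested them. In CDDP against Saline hearts Sele (adjusted p = 0.0974) passed only without the second CDDP heart (0.0215), and Il6 was tested only without the filter (0.289).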

Other observations

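The tests of pseudogenes were chosen only after the results were seen.

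Splits were also counted for the comparisons of Fig. 4A. For CDDP against Saline the real split was 1 of 4 with as many genes, and the other 6 splits gave at most 12. For STING-/-+CDDP against CDDP it was 1 of 4, and the other 6 gave at most 1 gene. For the Fig. 4D genes the real split was 1 of 4 in each comparison, with 0 genes in every other split. The TNF signaling pathway test gave a p as small in 3 of the 4 splits of CDDP and Saline hearts and in 5 of the other 6. For STING-/-+CDDP against CDDP it did so in 2 of the 4 and in 4 of the other 6, so the size of these p-values does not set the real groups apart from other groupings of the hearts. The splits were counted by p alone and do not test the direction of the change. For the 141 shared genes, 5 of 100 drawn splits of the 9 hearts gave as many, with up to 336. For the enrichment of the TNF signaling pathway 5 of 100 gave a p as small as 0.722, a count that says little, since the real lists show no enrichment and a split that shares few genes gives a p near 1 in any case.

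Of the 2610 genes that differed between CDDP and Saline hearts, 94.5% changed in the opposite direction in STING-/-+CDDP against CDDP hearts, as did 76.3% of all tested genes. Since the CDDP hearts enter both comparisons, the genes were also called without one CDDP heart at a time and the reversal measured on that heart. The median reversal, the share of the first change undone in the second, was 0.412, 0.309 and 0.263 on the left-out hearts, against 0.492 with all hearts, a mean share of 0.667. The shared hearts thus may account for part of the reversal but not for all of it.

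Time of day and dissection were weighed for these comparisons as well. The circadian list changed more than 88.9% of random lists in CDDP against Saline and more than 71.4% in STING-/-+CDDP against CDDP, short of the 95% set as the limit. Its mean absolute log2 fold change in CDDP against Saline, 0.614, was no smaller than the 0.600 in STING-/-+CDDP against STING-/-. Random lists changed more in the first of these (median 0.460) than in the second (median 0.285). The test thus cannot rule out time of day in CDDP against Saline. Of the lists for atrium, fat, skeletal muscle and blood, 2 differed without overlap between CDDP and Saline hearts, skeletal muscle (-0.69) and red blood cells (-4.82), and 1 between STING-/-+CDDP and CDDP hearts, skeletal muscle (0.60). A difference in the tissue collected with the heart could therefore contribute to both. The atrial list varied within groups, from 2.54 to 8.33 in the Saline hearts, and Myl7, an atrial gene, was listed at 6537 TPM in the second Saline heart and at 5.68 and 2.48 in the other two. The second principal component, 20.4% of the variance, largely followed this list.

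Pseudogenes made up 9.93% of the 141 shared genes (14) and 2.66% of the tested genes (one-sided Fisher's exact p = 1.39e-05). For Rps2 and Rps2-ps10, the pseudogene held 0.34, 0.45 and 52.4% of their summed TPM in the Saline hearts and 53.3, 97.5 and 52.8% in the CDDP hearts, and between 0.35 and 0.46% in the 6 hearts of STING-/- mice. For Rps18 and its pseudogenes the shares were 0.24, 0.15 and 48.3% in the Saline and 46.9, 95.7 and 46.4% in the CDDP hearts, and at most 0.23% in STING-/- mice. Atp6v0c-ps2 held 0.10, 0 and 19.2% in the Saline hearts and 19.8, 34.2 and 19.6% in the CDDP hearts, and was listed at 0 in STING-/- mice. Rpl3-ps1 held 38.9 to 42.1% in the Saline hearts and was listed at 0 in the other 9, and Ndufs5-ps held 24.3 to 26.5% in the Saline hearts and the first CDDP heart. In 3 of these 5 pairs the sum varied less between hearts than the parent and the pseudogene did, as it would if reads passed between them, but the pairs were picked for this pattern, so the test cannot tell this apart from other explanations. The parents Rps2, Rps18 and Atp6v0c lie on chromosome 17 between 24163866 and 33956001. Genes that differed between CDDP and Saline hearts were more frequent there, from 20 to 40 Mb, with 82 of 338 where 63.2 were expected (one-sided Fisher's exact p = 0.00594). For the shared genes the excess was 6 where 3.3 were expected (one-sided Fisher's exact p = 0.114). The comparison of STING-/-+CDDP with STING-/- hearts, which holds no wild-type mice, also had an excess there, with 8 genes (one-sided Fisher's exact p = 0.0144) that include the MHC class II genes H2-Aa and H2-Eb1. The excess thus does not need a difference in ancestry among the wild-type mice, and it cannot be told apart from a change of the MHC genes of this stretch. A stretch of chromosome 17 that differs from the reference strain in some wild-type mice may still bear on the pseudogenes, as a hypothesis.

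Mitochondrially encoded genes made up 18.8 to 23.3% of TPM in the CDDP hearts and 23.6 to 27.6% in the STING-/-+CDDP hearts, without overlap where chance gives 10%, and 19.5 to 26.1% in the other 6 hearts. The 20 highest genes made up 35.1 to 43.6% and 43.3 to 49.0% in the CDDP and STING-/-+CDDP hearts. Since TPM share a fixed sum, this difference enters the comparison of these groups, in which 287 rather than 168 genes passed when the mitochondrially encoded genes were left out. Across genes, which are not independent, the correlation of GC content with the log2 fold change reached 0.167 (Pearson) and 0.229 (Spearman) in STING-/-+CDDP against CDDP and 0.174 and 0.227 in the interaction. That of log2 gene length reached -0.130 (Pearson) and -0.181 (Spearman) in STING-/-+CDDP against STING-/-.

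Other genes that the paper names were Tbk1, with a log2 fold change of 0.56 with CDDP (adjusted p = 0.0394 by limma, higher in 3 of 3 hearts) and -0.65 in STING-/-+CDDP against CDDP hearts (adjusted p = 0.0806), Bax (0.64, adjusted p = 0.0808, and 0.10, adjusted p = 0.867), Bcl2 (-0.23, adjusted p = 0.545, and -0.14, adjusted p = 0.788), Irf3 (0.19, adjusted p = 0.471) and Actb (-0.09, adjusted p = 0.863, and -0.72, adjusted p = 0.207). The directions of Bax and Bcl2 in the second of these comparisons changed when a CDDP heart was left out. In STING-/- mice the change with CDDP was 0.94 for Bax (adjusted p = 0.0974 by limma) and -0.24 for Bcl2 (adjusted p = 0.712). The interaction for Bax was 0.30 (adjusted p = 0.760). Cgas stayed under a TPM of 1 in every heart and was not tested.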
